# Identification of BCL11B as a regulator of adipogenesis

**DOI:** 10.1038/srep32750

**Published:** 2016-09-02

**Authors:** Jun Inoue, Yusuke Ihara, Daisuke Tsukamoto, Keisuke Yasumoto, Tsutomu Hashidume, Kenya Kamimura, Yuji Nakai, Shigeki Hirano, Makoto Shimizu, Ryo Kominami, Ryuichiro Sato

## Abstract

The differentiation of preadipocytes into adipocytes is controlled by several transcription factors, including peroxisome proliferator-activated receptor γ (PPARγ) and CCAAT/enhancer-binding protein α (C/EBPα), which are known as master regulators of adipogenesis. BCL11B is a zinc finger-type transcription factor that regulates the development of the skin and central nervous and immune systems. Here, we found that BCL11B was expressed in the white adipose tissue (WAT), particularly the subcutaneous WAT and that *BCL11B*^−/−^ mice had a reduced amount of subcutaneous WAT. During adipogenesis, BCL11B expression transiently increased in 3T3-L1 preadipocytes and mouse embryonic fibroblasts (MEFs). The ability for adipogenesis was reduced in *BCL11B* knockdown 3T3-L1 cells and *BCL11B*^−/−^ MEFs, whereas the ability for osteoblastogenesis was unaffected in *BCL11B*^−/−^ MEFs. Luciferase reporter gene assays revealed that BCL11B stimulated C/EBPβ activity. Furthermore, the expression of downstream genes of the Wnt/β-catenin signaling pathway was not suppressed in *BCL11B*^−/−^ MEFs during adipogenesis. Thus, this study identifies BCL11B as a novel regulator of adipogenesis, which works, at least in part, by stimulating C/EBPβ activity and suppressing the Wnt/β-catenin signaling pathway.

Obesity is increasing worldwide, resulting in increased incidence of metabolic complications^1^. Obesity is an energy balance disorder that results in excess energy accumulating as fat in the white adipose tissue (WAT). Adipocytes play a role in storing fat in the WAT^2^ and differentiate from mesenchymal stem cells (MSCs) via a process known as adipogenesis. Therefore, an accurate understanding of the molecular mechanisms involved in adipogenesis is required to develop methods that target obesity. In-depth molecular investigations of the differentiation of preadipocytes into adipocytes have shown that several transcription factors are involved in this process. The expression of CCAAT/enhancer-binding protein β (C/EBPβ) and C/EBPδ increases during the early stages of adipogenesis. These proteins induce the expression of peroxisome proliferator-activated receptor γ (PPARγ) and C/EBPα, which regulate the expression of genes that control cell differentiation into adipocytes^3^. It is also known that other transcription factors, such as Krupel-like factors (KLFs) and Wnt/β-catenin signaling, regulate adipogenesis^3^,^4^. However, the exact process is not yet entirely clear.

Binding of the Wnt ligand to its receptors, frizzled and low-density lipoprotein receptor-related protein 5/6 (LRP5/6) complexes, stimulates the Wnt/β-catenin signaling pathway and consequently activates T-cell factor (Tcf)-β-catenin-mediated transcription^5^. This pathway plays a pivotal role in the commitment and differentiation of MSCs^4^. The activation of Wnt/β-catenin signaling stimulates differentiation of MSCs into osteoblasts and myoblasts, whereas its suppression promotes their differentiation into adipocytes^4^. Wnt10b is expressed in 3T3-L1 preadipocytes and maintains these cells in an undifferentiated state through the suppression of PPARγ and C/EBPα expression^6^ and is thus considered a candidate for an anti-adipogenic Wnt ligand. In contrast, expression of the Wnt inhibitor Dickkopf-1 is induced during the early stages of adipogenesis, and this induction is required for the proper progression of adipogenesis^7^,^8^.

BCL11B, which is also known as COUP-TF-interacting protein 2 (CTIP2) and radiation induced tumor suppressor gene (Rit1), is a transcription factor that has six C_2_H_2_-type zinc finger domains and was discovered by two independent groups using different approaches^9^,^10^. BCL11A/CTIP1 and BCL11B/CTIP2 were identified as binding partners with the nuclear receptors COUP-TFs^9^. There are three types of COUP-TFs (COUP-TFI, -TFII, and -TFIII), which commonly function as transcriptional repressors. Thus, it is considered that BCL11A/CTIP1 and BCL11B/CTIP2 function as co-repressors of COUP-TFs^9^. In addition, BCL11B/CTIP2 can directly bind to the GC-rich DNA sequence of the promoter region of certain genes, suppressing their promoter activities through the recruitment of the histone deacetylase sirtuin 1 (SIRT1) and the nucleosome remodeling and deacetylation (NuRD) complex^11^,^12^,^13^. We have previously reported that *BCL11B/Rit1* is found as a tumor suppressor gene in γ-ray-induced mouse thymic lymphomas^10^. BCL11B/Rit1 acts as a haploinsufficient tumor suppressor in mouse thymic lymphomas^14^ and human T-cell acute lymphoblastic leukemia^15^,^16^. BCL11B is expressed in various tissues, such as the central nervous system, thymus, and epidermis^17^,^18^, and a loss in the *BCL11B* gene results in abnormal development of the T cells^19^,^20^,^21^. corticospinal motor neurons^22^, skin^23^, and teeth^24^.

We accidentally found that *BCL11B*-deficient mice have abnormal subcutaneous WAT, and subsequent experiments showed that BCL11B expression is transiently induced in the early stages of adipogenesis. We also found that the Wnt/β-catenin signaling pathway is attenuated in *BCL11B*^+/+^ mouse embryonic fibroblasts (MEFs) during adipogenesis but not in MEFs from *BCL11B*^−/−^ embryos and that unexpectedly this loss of *BCL11B* gene does not affect osteoblastogenesis in MEFs.

## Results

### BCL11B is expressed in the white adipose tissue (WAT), and *BCL11B* ^−/−^ mice have abnormal WAT

All of the *BCL11B*^−/−^ mice died within 24 h of birth for unknown reasons. Within 24 h of birth, the live *BCL11B*^−/−^ mice possessed shrunken interscapular WAT (Fig. 1a), which we attributed to the lower nutritional status of these mice, which are unable to ingest breast milk. Therefore, to circumvent this problem, we observed the subcutaneous WAT at E19.5. We found that both *BCL11B*^+/+^ and *BCL11B*^+/−^ mice possessed a substantial subcutaneous WAT that stained red with Sudan III, whereas *BCL11B*^−/−^ mice had a very low amount of this (Fig. 1b). It should be noted that the epidydimal WAT does not develop sufficiently for observation in embryos at E19.5 and newborn mice. Although *BCL11B* has previously been reported as being expressed in various tissues, including the thymus, skin, and central nervous system^17^,^18^, it has not previously been clear whether it is also expressed in the WAT. Therefore, we examined the expression of *BCL11B* in the WAT of adult mice.

Quantitative real-time PCR analyses revealed that *BCL11B* is expressed in the subcutaneous WAT, although the expression level is relatively low compared with that of the thymus (Fig. 1c). In addition, the mRNA expression of *BCL11B* in the epididymal WAT was one-tenth that in the subcutaneous WAT (Fig. 1c). We observed a similar expression profile using immunoblotting, with the expression of the BCL11B protein in the subcutaneous and epididymal WAT not being detected when the samples were analyzed on the same membrane as the thymus sample due to the relatively high expression in the latter (Fig. 1d upper panel). However, when we excluded the thymus sample from the analysis, the BCL11B protein was detected in the subcutaneous WAT, but not the epididymal WAT (Fig. 1d lower panel). These results indicate that BCL11B is expressed at a higher level in the subcutaneous WAT than that in the epididymal WAT in adult mice.

### BCL11B expression transiently increases during adipocyte differentiation, and the knockdown of *BCL11B* results in the attenuation of adipocyte differentiation in 3T3-L1 preadipocytes

The three consecutive zinc-finger domains in the C-terminal region of BCL11B are a distinctive feature of this protein (Fig. 2a). The KLF family contains three similar consecutive zinc-finger domains and several recent reports have indicated that these are involved in adipogenesis, with KLF4, KLF5, KLF6, and KLF15 stimulating adipogenesis and KLF2 and KLF3 suppressing it^25^. Thus, we examined the effect of BCL11B on adipogenesis using 3T3-L1 preadipocytes. We first investigated the expression of *BCL11B* during adipogenesis. We differentiated the 3T3-L1 cells into adipocytes by treating them with an induction cocktail that included insulin, dexamethasone, and IBMX, and then collected the total mRNA and proteins at specific time points (Fig. 2b,c). We found that the gene expression of *BCL11B* increased approximately 2.5-fold at 6 h. This induction then continued until 48 h after differentiation (Fig. 2b), but was attenuated at 96 h, and had disappeared by 192 h after differentiation. Levels of the BCL11B protein also transiently increased during adipogenesis, peaking at 24 and 48 h after differentiation (Fig. 2c). It should be noted that expression of the adipocyte marker perilipin also increased after differentiation, suggesting that the cells had correctly differentiated into adipocytes (Fig. 2b,c).

We then examined the stimuli that are responsible for inducing *BCL11B* expression during adipogenesis. As shown in Fig. 2d, when insulin or IBMX were removed from the hormonal cocktail, the mRNA level of *BCL11B* still increased (lanes 3 and 4), whereas when dexamethasone was removed, it did not (lane 5). In addition, treatment with dexamethasone alone increased *BCL11B* gene expression (lane 6). These results indicate that *BCL11B* expression is transiently increased during adipogenesis in 3T3-L1 preadipocytes and that dexamethasone is responsible for this induction.

Next, we examined the influence of *BCL11B* knockdown on adipogenesis by infecting 3T3-L1 cells with a lentivirus expressing shBCL11B or shRNA as a control. We found that the mRNA level of *BCL11B* was reduced by 50% by shBCL11B#1 and 30% by shBCL11B#2 at 0 h after differentiation; however, these knockdown effects disappeared at 192 h after differentiation (Fig. 3a). By contrast, the mRNA levels of the adipocyte marker genes *C/EBPα, PPARγ2, perilipin*, and *aP2* were induced at 192 h after differentiation, but these inductions were attenuated by the knockdown of *BCL11B* (Fig. 3b). Consistent with these results, we also found that the formation of intracellular lipid droplets by adipogenesis as assessed by Oil Red O staining was reduced in *BCL11B*-knockdown cells (Fig. 3c), suggesting that the knockdown of *BCL11B* attenuates adipogenesis in 3T3-L1 preadipocytes.

### Adipogenesis is reduced in MEFs from *BCL11B* ^−/−^ embryos

To confirm the importance of *BCL11B* in adipogenesis, we used primary MEFs prepared from *BCL11B*^−/−^ embryos at E12.5. The expression of the BCL11B protein transiently increased during adipogenesis in *BCL11B*^+/+^ MEFs (Fig. 4a). It is noteworthy that it also transiently increased in 3T3-L1 cells, although the peak time was different (24–48 h in 3T3-L1 cells vs. 12 h in *BCL11B*^+/+^ MEFs; Figs 2c and 4a). By contrast, the BCL11B protein was not present at a detectable level in *BCL11B*^−/−^ MEFs (Fig. 4a). Similarly, while the mRNA levels of the adipocyte differentiation markers *C/EBPα, PPARγ2, perilipin*, and *aP2,* were induced during adipogenesis in *BCL11B*^+/+^ MEFs, these inductions were attenuated at 192 h after differentiation in *BCL11B*^−/−^ MEFs (Fig. 4b). The formation of intracellular lipid droplets as a result of adipogenesis was also lower in *BCL11B*^−/−^ MEFs than in *BCL11B*^+/+^ MEFs (Fig. 4c). These results indicate that the expression of BCL11B transiently increases during adipogenesis, and that BCL11B stimulates adipogenesis in MEFs.

### Enforced expression of BCL11B does not stimulate adipogenesis

We next investigated the effect of the enforced constitutive expression of BCL11B on adipogenesis by infecting 3T3-L1 cells with a retrovirus expressing BCL11B-3 × Flag, and then differentiating these into adipocytes. The protein and mRNA expressions of exogenous BCL11B-3 × Flag were detected at the indicated times after differentiation (Fig. 5a,b). It should be noted that the mRNA levels of exogenous BCL11B was 150-fold that of endogenous BCL11B. Unexpectedly, the mRNA levels of the adipocyte differentiation marker genes *PPARγ2, perilipin, C/EBPα*, and *C/EBPβ* were not induced by the enforced expression of BCL11B, but rather significantly decreased (Fig. 5c). To determine the molecular mechanism by which the enforced expression of BCL11B suppresses the expression of adipocyte marker genes during adipogenesis, we examined the effect of BCL11B on the activities of the adipogenic transcription factors PPARγ, C/EBPα, C/EBPβ, and C/EBPδ. Luciferase reporter gene assays revealed that BCL11B suppressed PPARγ activity in the presence or absence of its ligand, troglitazone (Fig. 5d). By contrast, BCL11B stimulated C/EBPβ activity, but had no effect on the activities of C/EBPα and C/EBPδ (Fig. 5e). These results indicate that the enforced expression of BCL11B positively and negatively regulates various adipogenic transcription factors and so does not stimulate adipogenesis.

Given that BCL11B expression transiently increased during the early stages of adipogenesis, it is probable that endogenous BCL11B affects C/EBPβ activity. Thus, we next examined whether BCL11B can associate with C/EBPβ. When BCL11B-3 × FLAG and Myc-C/EBPβ were expressed in HEK293 cells, BCL11B was co-immunoprecipitated with C/EBPβ (Fig. 5f). In addition, endogenous BCL11B was co-immunoprecipitated with C/EBPβ (Fig. 5g), indicating that BCL11B and C/EBPβ can form a complex.

### The Wnt/β-catenin signaling pathway is not suppressed properly during adipocyte differentiation in *BCL11B* ^−/−^ MEFs

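*Bcl11b* mRNA was lower in *BCL11B*-/- than in *BCL11B*+/+ MEFs on each of its 4 probe sets. The probe set with the highest mean read 8.77 in *BCL11B*+/+ and 7.40 in *BCL11B*-/- MEFs on the log2 scale, which is 2.59-fold lower, and the 4 probe sets were 2.26- to 2.96-fold lower. Between 5.32 and 7.40 log2 units of signal remained in *BCL11B*-/- MEFs. The paper's text does not name the deleted exons, so a probe set that lies outside the deleted part would say nothing about the genotype. MEFs are fibroblasts grown from mouse embryos, here at embryonic day 12.5. RNA was taken 12 h after the cells were put into adipocyte differentiation medium with 0.5 mM isobutylmethylxanthine, 1 μM dexamethasone, 10 μg/ml insulin and 10 μM pioglitazone. The paper's Methods also give 100 μM ascorbic acid, which the sample labels do not list. Each genotype was measured on 1 Affymetrix mouse genome array. The authors made the values from the scanned intensities with the robust multi-array average, so the deposited values are normalized expression on the log2 scale. The array of *BCL11B*+/+ MEFs had a median of 5.28 and the array of *BCL11B*-/- MEFs a median of 5.29. Across probe sets the correlation between the arrays was 0.995, where probe sets are not independent replicates. The 3′ to 5′ difference of the β-actin control probe sets, a sign of RNA degradation, was 1.64 in *BCL11B*+/+ and 1.47 in *BCL11B*-/- MEFs. The annotation paired 34958 probe sets with 1 gene. A gene was represented by its probe set with the highest mean, and 12331 genes had a mean of at least 5 log2 units. There were no replicates, so differences are described by size, with 1.5-fold as the rule, and no p-value is given. As a technical yardstick, different probe sets of 1 gene gave differences with a pooled SD of 0.145 log2 units over 5543 genes. The number of arrays limits the precision.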

To gain further insight into the mechanism by which BCL11B regulates adipogenesis, we performed DNA microarray analysis using *BCL11B*^+/+^ and *BCL11B*^−/−^ MEFs at 12 h after differentiation, which is the peak time of BCL11B expression (Fig. 4a). This showed that a Wnt/β-catenin signaling pathway appeared to be activated at 12 h after differentiation in *BCL11B*^−/−^ MEFs compared with *BCL11B*^+/+^ MEFs (*P* < 0.01). 

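Of 18 measured genes from a list of common Wnt/β-catenin targets, none was at least 1.5-fold higher in *BCL11B*-/- MEFs, 2 were lower and 16 were neither. The 2 were *Lgr5*, a receptor for R-spondins, with a log2 difference of −2.49, and *Bambi*, a TGF-β pseudoreceptor, with −0.72. A second probe set of *Lgr5* differed by −0.35, which gives −1.42 as the mean of both. The highest members of the list were *Cd44* with 0.26 and *Nkd2* with 0.26. *Axin2*, *Ccnd1* and *Myc*, which were picked out after their values were seen, differed by −0.18, −0.31 and −0.13. Among 13 Wnt ligands *Wnt5b* was higher with 0.61, *Wnt4* was lower with −0.63 and 11 were neither. As the mean over all their probe sets, both fell short of 1.5-fold with 0.52 and −0.54. Of 24 receptors and secreted modulators, none was higher, 1 was lower (*Dkk2*, −0.75) and 23 were neither. *Fzd9* differed by 0.55 and *Rspo1* by −0.53. To place each list, its median was set among 10000 random lists of the same size matched on mean expression. The targets' median of −0.063 lay at the 7.74th percentile, the ligands' median of 0.137 at the 98.2nd and the median of receptors and modulators of 0.042 at the 88.3rd. With only genes of a mean of at least 7, the targets' median was −0.12, the ligands' −0.043 and that of receptors and modulators −0.023. Without the filter the targets' median was −0.0069 and the ligands' 0.064. The targets left out the genes of Fig. 6a. The paper entered the 50 most increased and 50 most decreased genes into a program that scores transcription factor activity, and from this it proposes that Wnt/β-catenin signaling was activated. The program's catalogue was not used here and its test was not repeated.

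**Figure D1:**
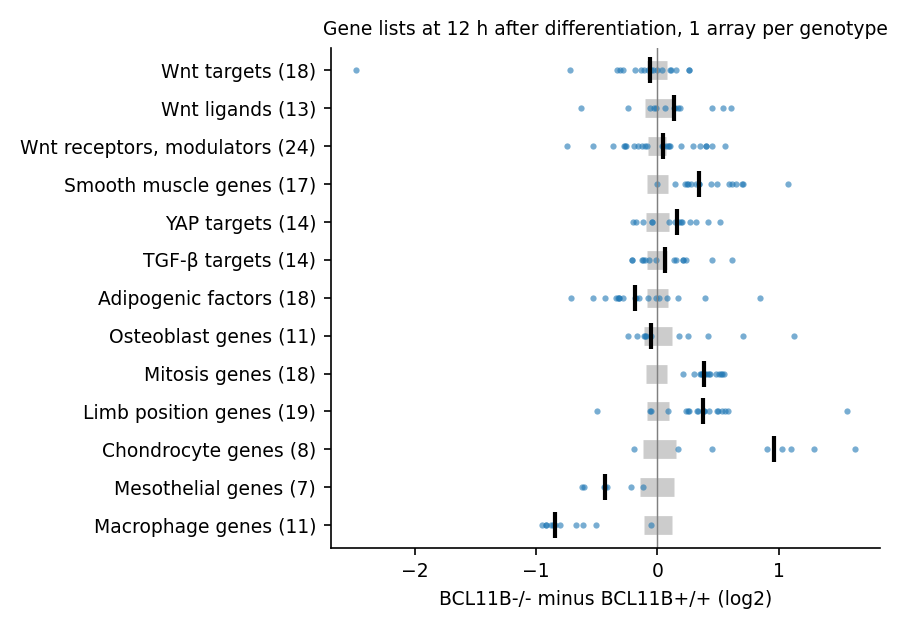
Difference in log2 expression between *BCL11B*-/- and *BCL11B*+/+ MEFs (horizontal axis) for the genes of 13 lists (vertical axis, number of measured genes in brackets), with 1 array per genotype. Blue points are genes, black bars are list medians and grey bands hold the central 95% of matched random lists. The Wnt targets' median of −0.063 lies inside its band, and *Lgr5* at −2.49 is the point farthest to the left. Without probe sets that carry an _x, _s or _a suffix, *Acta2* and *Tpm2* among the smooth muscle genes and *Laptm5* and *Ptprc* among the macrophage genes change sign on dimmer probe sets.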

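In *BCL11B*-/- MEFs 198 of the 12331 genes were at least 1.5-fold higher and 216 were at least 1.5-fold lower. The weighted average difference multiplies a log2 difference by the relative expression level, so that changes of abundant transcripts rank first. The highest genes by this score were *Il1rn*, the interleukin-1 receptor antagonist, with a log2 difference of 1.93, followed by *Wisp2* (*Ccn5* in the annotation), *Ada*, *Col8a1* and *Col11a1*. *Ada*, adenosine deaminase, differed by 1.90, the collagen gene *Col8a1* by 1.03 and the cartilage collagen gene *Col11a1* by 0.90. *Hs6st2*, *Cald1*, *Mecom*, *Comp* and *Abi3bp* completed the first 10. *Cald1* ranked there through a probe set with 0.85, while its probe set with the highest mean differed by 0.28. The lowest gene was *Xist*, the RNA that coats the inactive X chromosome in female cells, at 10.80 in *BCL11B*+/+ and 4.80 in *BCL11B*-/- MEFs on its probe set with the highest mean. It ranked there through a probe set at 10.39 and 2.85. It was followed by the matrix gene *Dpt* with −2.32, *Lgr5*, the lipoprotein lipase gene *Lpl* and *Mfap4* with −1.47. *Lpl* ranked there through a probe set with −1.40, while its probe set with the highest mean differed by −0.97. *Reg1*, *Syt13*, *Xdh*, *Lum* and *Gpr155* completed the lowest 10, and *Bcl11b* ranked 24th. The Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* were higher in *BCL11B*-/- MEFs by 1.08, 0.97 and 0.81, and by 0.62, 0.45 and 0.50 as the mean over all their probe sets. Markers of other cell types also differed between the cultures. Of 11 macrophage genes 9 were at least 1.5-fold lower in *BCL11B*-/- MEFs, with a median of −0.84, and none was higher. *Laptm5* with −0.95 and *Ptprc* with −0.81, which are 2 of the 9, turned to 0.040 and 0.10 with only probe sets that have no _x, _s or _a suffix. Those probe sets are dimmer, and the highest mean of *Ptprc* was already 5.40, close to the floor of 5. *Laptm5*, *Ptprc* and *Csf1r* fell short of 1.5-fold as the mean over all their probe sets, with −0.36, −0.35 and −0.53. *Tyrobp*, a signaling adaptor of myeloid cells, differed by −0.92. Of 8 chondrocyte genes 5 were higher and none was lower, with *Comp* at 1.63 and *Col2a1* at 1.29. Among the 50 most increased genes were 3 chondrocyte genes, 4 smooth muscle genes and 1 Y-linked gene. Of the 50 most increased and the 50 most decreased probe sets, 7 each were not paired with 1 gene and are unnamed here.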

The top 100 genes as evaluated by weighted average difference (WAD) included 11 downstream genes of the Wnt/β-catenin signaling pathway (Fig. 6a). Eight of these genes, including *Wisp2* and *Osteopontin*, are reportedly stimulated by Wnt/β-catenin signaling, and exhibited increased expression (Fig. 6a upper panel), whereas the remaining three genes (*Grem2, Enc1*, and *Cdkn1c*) are reportedly suppressed by Wnt/β-catenin signaling and exhibited decreased expression (Fig. 6a lower panel) at 12 h after differentiation in *BCL11B*^−/−^ MEFs.

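All 9 genes of Fig. 6a that could be measured differed in the direction of their panel by at least 1.5-fold on their probe set with the highest mean. *Wisp2*, a secreted matricellular protein gene, read 7.39 in *BCL11B*+/+ and 9.00 in *BCL11B*-/- MEFs on the log2 scale, which is 3.05-fold higher. *Rspo2*, which encodes an R-spondin, was 2.07-fold higher on 1 probe set, and its other probe set differed by 0.048 log2 units, which gives 0.55 as the mean of both, under 1.5-fold. *Dio2*, a thyroid hormone deiodinase gene, was 1.81-fold higher. The actin-binding genes *Tagln* and *Cnn2* were 1.78- and 1.79-fold higher, *S100a4* was 1.56-fold higher and *Ctgf* (*Ccn2* in the annotation) was 1.51-fold higher. In the lower panel *Enc1* was 1.82-fold lower, at 10.93 in *BCL11B*+/+ and 10.06 in *BCL11B*-/- MEFs. *Cdkn1c*, a cyclin-dependent kinase inhibitor gene, was 1.64-fold lower. Of the 11 genes 2 had no probe set paired with their symbol in the annotation and were not analysed here. Among the 50 most increased genes by weighted average difference were 6 of the 7 measured genes of the upper panel, with *Ctgf* at rank 53, and both measured genes of the lower panel were among the 50 most decreased. By the plain log2 difference the total fell from 8 to 2, *Wisp2* and *Rspo2*. These genes were chosen by the study on the same arrays, so their count is not independent evidence of a direction. Of 17 further genes of smooth muscle contraction, 6 were at least 1.5-fold higher, none was lower and 11 were neither. *Myl9*, a myosin light chain gene, differed by 1.08 and *Lmod1* by 0.71. *Tpm2* with 0.70 and *Acta2* with 0.65, which are 2 of the 6, turned to −0.53 and −0.072 with only probe sets that have no _x, _s or _a suffix, which are dimmer. Both and *Tpm1* fell short of 1.5-fold as the mean over all their probe sets, with 0.52, 0.19 and 0.38. The list's median of 0.34 lay at the 100th percentile of its matched random lists.

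**Figure D2:**
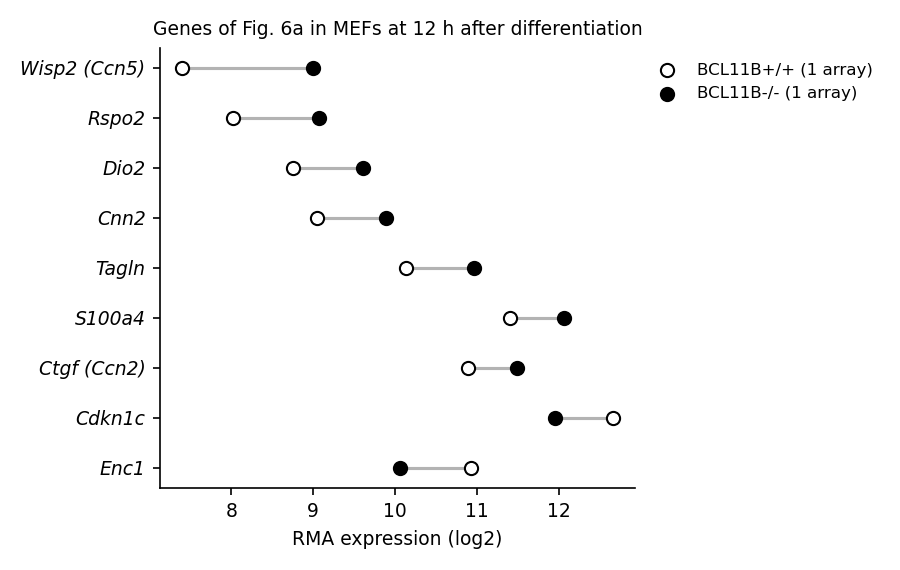
Expression (horizontal axis, log2 after robust multi-array average) of the 9 measured genes of Fig. 6a (vertical axis) in *BCL11B*+/+ MEFs (open circles) and *BCL11B*-/- MEFs (filled circles), with 1 array per genotype and no error to draw. The filled circle lies to the right for 7 genes, farthest for *Wisp2* (7.39 and 9.00), and to the left for *Enc1* and *Cdkn1c*.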

To confirm the microarray result, we performed real-time PCR analyses of *BCL11B*^+/+^ and *BCL11B*^−/−^ MEFs samples collected at set time points after differentiation (Fig. 6b). Consistent with the microarray results, this showed that the mRNA levels of *Wisp2* and *Osteopontin* significantly increased at 12 h after differentiation in *BCL11B*^−/−^ MEFs. Furthermore, and importantly, the mRNA levels of these genes decreased during adipogenesis in *BCL11B*^+/+^ MEFs, but these decreases were attenuated in *BCL11B*^−/−^ MEFs (Fig. 6b), implying that *BCL11B* suppresses the Wnt/β-catenin signaling pathway during adipogenesis.

Since the activation of Wnt/β-catenin signaling has previously been shown to promote the differentiation of mesenchymal precursor cells into osteoblasts while suppressing their commitment to adipocyte^4^, we analyzed the expression of the osteoblast marker genes *Runx2* and *Dlx5*. Whereas the expression of these genes decreased in *BCL11B*^+/+^ MEFs during adipogenesis, *BCL11B*^−/−^ MEFs had significantly larger levels of expression for these genes (Fig. 6c). In addition, the expression of *Wnt10b*, an endogenous Wnt isoform in preadipocytes, significantly increased in *BCL11B*^−/−^ MEFs, and this increase continued during adipogenesis (Fig. 6d).

### A loss in the *BCL11B* gene does not affect osteoblastogenesis in MEFs

Finally, we examined the role of *BCL11B* on osteoblastogenesis by culturing *BCL11B*^+/+^ and *BCL11B*^−/−^ MEFs for 15 days in the osteoblast differentiation medium. *BCL11B*^−/−^ MEFs differentiated into osteoblasts at comparable levels to *BCL11B*^+/+^ MEFs, based on the expression levels of the osteoblast markers *Runx2, Dlx5, Osteopontin*, and *Osterix,* and alizarin red staining (Fig. 7a,b). In contrast to adipogenesis, the mRNA expression of *BCL11B* did not increase during osteoblastogenesis, but instead slightly decreased between 0.5 and 7 d after differentiation (Fig. 7c).

## Discussion

In this study, we demonstrated that *BCL11B*^−/−^ mice have reduced subcutaneous WAT (Fig. 1b), and that 3T3-L1 cells in which *BCL11B* expression has been reduced by shRNA and MEFs from *BCL11B*^−/−^ embryos have a reduced ability to undergo adipogenesis (Figs 3 and 4). Furthermore, a DNA microarray analysis using samples from MEFs at 12 h after adipocyte differentiation indicated that *BCL11B*^−/−^ MEFs had an increased expression of *Wisp2* and *Osteopontin*, which are downstream genes of the Wnt/β-catenin signaling pathway, compared with *BCL11B*^+/+^ MEFs (Fig. 6a), suggesting that BCL11B suppresses this pathway. There are several possible explanations for this suppression. First, a loss in the *BCL11B* gene may stimulate the transcriptional activity of Tcf-β-catenin during adipocyte differentiation. We have previously reported that the introduction of BCL11B in human cell lines downregulates the transcription of Tcf-β-catenin target genes, and that the impairment of BCL11B promotes tumor development in mouse and human intestines, at least in part, through the deregulation of the β-catenin pathway^26^. It has also been reported that BCL11B is a mammalian SWI/SNF subunit^27^, another subunit of which (BRG1) interacts with β-catenin to stimulate the transcriptional activity of Tcf-β-catenin^28^. Second, BCL11B may suppress the Wnt/β-catenin signaling pathway by modulating the activity of COUP-TFII. COUP-TFII is a suppressive transcription factor, the expression of which has been reported to increase transiently during adipogenesis, in a similar way to *BCL11B*^29^. COUP-TFII suppresses *Wnt10b* gene expression by binding to the *Wnt10b* gene promoter, which inhibits the Wnt10b-mediated activation of the Wnt/β-catenin signaling pathway and thus stimulates adipogenesis^29^. It is considered that BCL11B, which is also known as COUP-TF-interacting protein 2 (CTIP2), functions as a co-repressor of COUP-TFs^9^. Thus, it is probable that a loss in the *BCL11B* gene attenuates the COUP-TFII-mediated suppression of *Wnt10b* gene expression, thereby activating the Wnt/β-catenin signaling pathway. Clearly, further studies are required to determine the molecular mechanism by which BCL11B suppresses the Wnt/β-catenin signaling pathway and whether this suppression contributes to the BCL11B-mediated stimulation of adipogenesis.

We observed that BCL11B expression transiently increased during adipogenesis, and that dexamethasone was responsible for inducing this (Fig. 2). It has previously been reported that expression of the adipogenic master regulators C/EBPβ and C/EBPδ transiently increases during differentiation, as does the expression of KLF4, with IBMX being responsible for inducing the latter^30^. At present, the molecular mechanism that is involved in the transient induction of BCL11B expression during adipogenesis is unclear. Dexamethasone is a type of synthetic glucocorticoid, and therefore, the glucocorticoid receptor is a candidate for stimulating *BCL11B* gene expression via dexamethasone. However, the *BCL11B* gene promoter (3 kb upstream from the transcription start site) was not found to contain a glucocorticoid receptor-responsive element; therefore, we cannot exclude the possibility that other transcription factors are involved in this regulation. Further studies are needed to determine the molecular mechanism of the transient induction of BCL11B expression during adipogenesis. It has been found that the treatment of D1 mesenchymal progenitor cells with dexamethasone stimulates their differentiation into adipocytes through suppression of the Wnt/β-catenin signaling pathway^8^. Thus, it is conceivable that acceleration of BCL11B expression is responsible for the dexamethasone-mediated suppression of the Wnt/β-catenin signaling pathway during adipogenesis.

We clearly demonstrated that a loss in *BCL11B* suppressed adipogenesis. However, unexpectedly, we found that the enforced expression of BCL11B also suppressed adipogenesis in 3T3-L1 cells (Fig. 5b). Given that BCL11B inhibited and stimulated the activity of PPARγ and C/EBPβ, respectively, and BCL11B expression transiently increased during adipogenesis, the constitutive expression of BCL11B may suppress adipogenesis by disturbing the activities of adipogenic master regulators such as PPARγ and C/EBPβ. These results also indicate that the transient induction of BCL11B expression is essential for proper adipogenesis. By contrast, we found that the ability of MEFs to undergo osteoblastogenesis was unaffected by a loss in the *BCL11B* gene (Fig. 7a,b) and that the expression of the *BCL11B* gene did not increase during osteoblastogenesis (Fig. 7c), suggesting that BCL11B expression in MEFs may not be sufficient to affect the Wnt/β-catenin signaling pathway during osteoblastogenesis.

Obesity is a risk factor for metabolic diseases such as diabetes, dyslipidemia, and atherosclerosis. Because obesity associated with the accumulation of intraabdominal (visceral) fat has a much greater risk of metabolic disease than obesity associated with subcutaneous (peripheral) fat^31^, it is considered that visceral and peripheral adipose tissues exhibit different physiological functions. A comprehensive analysis that investigated which developmental genes were differentially expressed in epididymal (visceral) and subcutaneous WAT of mice revealed that multiple genes, including *TBX15*, are differentially expressed in an adipose tissue depot-specific manner^32^. In the present study, we found that BCL11B was more highly expressed in the subcutaneous WAT than in the epididymal WAT, indicating that *BCL11B* may also be responsible for the difference in the physiological functions of intra-abdominal and subcutaneous WAT.

In conclusion, our study indicates that the *BCL11B* gene is required for proper adipogenesis, but not osteoblastogenesis, in 3T3-L1 cells and MEFs, and that the activation of C/EBPβ and the suppression of the Wnt/β-catenin signaling pathway by BCL11B is, at least in part, responsible for this regulation. We were unable to investigate the influence of the loss in the *BCL11B* gene in adult mice because *BCL11B*^−/−^ mice died within 24 h. However, we should be able to elucidate the function of BCL11B in living mice in the future by using mouse models with adipose tissue-specific loss or gain of BCL11B.

## Methods

### Materials

Insulin, dexamethasone, troglitazone, pioglitazone, Oil Red O, ascorbic acid, β-glycerophosphate, bone morphogenetic protein 2 (BMP2), and Alizarin Red S were purchased from Sigma; and 3-Isobutyl-1-methylxanthine (IBMX) was purchased from Wako.

### Antibodies

Monoclonal anti-FLAG (M2), anti-c-Myc (9E10), and anti-β-actin (AC-15) antibodies were purchased from Sigma; monoclonal anti-C/EBPβ (1H7) and rat monoclonal anti-BCL11B (25B6) antibodies were purchased from Abcam; polyclonal anti-BCL11B (NB600-262) antibody was purchased from Novus; and polyclonal anti-Perilipin (GP29) antibody was purchased from Progen.

### Media

Medium A contained Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% (v/v) calf serum. Medium B contained DMEM supplemented with 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% (v/v) fetal bovine serum. The adipocyte differentiation medium was medium B supplemented with 0.5 mM IBMX, 1 μM dexamethasone, 100 μM ascorbic acid, and 10 μg/mL insulin. The adipocyte-growing medium was medium B supplemented with 100 μM ascorbic acid and 5 μg/mL insulin. The osteogenic medium was medium B supplemented with 100 μg/mL ascorbic acid, 10 mM β-glycerophosphate, and 50 ng/mL BMP2.

### Preparation of MEFs

Primary MEFs from embryos at embryonic day (E) 12.5 were isolated as previously described^33^. Then, differentiation experiments were performed using passage 2 cells.

### Cell culture

3T3-L1 preadipocytes and MEFs were cultured and differentiated into adipocytes as previously described^33^,^34^. Briefly, 3T3-L1 preadipocytes were grown to confluence in medium A. Two days after confluence, the cells were supplied with adipocyte differentiation medium, and 2 days after this, the cells were transferred to adipocyte growing medium and re-fed every 2 days. MEFs were differentiated using the adipocyte differentiation medium and 10 μM pioglitazone, and 3T3-L1 cells were differentiated using the adipocyte differentiation medium. MEFs were differentiated into osteoblasts as previously described^35^ with minor modifications. In brief, confluent MEFs were incubated in osteogenic medium and replaced every 2 days for up to 15 days.

### Plasmid constructs

Lentiviral plasmids were constructed for short hairpin RNA (shRNA) of mouse BCL11B or the control (Scramble II Duplex; Dharmacon) by recombining CS-RfA-EG (RIKEN) with pENTR4-H1 (RIKEN) inserted with oligonucleotide DNA for shRNA expression. The target sequences were as follows: BCL11B#1, 5′-GGGACAGCAATCCTTTCAACC-3′; BCL11B#2, 5′-GCTGCCAGGTGACCTGAAAGC-3′; and control, 5′-GCGCGCTTTGTAGGATTCG-3′. The expression plasmids for PPARγ, RXRα, and C/EBPs, and the luciferase reporter plasmids pPerilipin-Luc and p(C/EBP-RE) × 4-Luc have been described previously^34^,^36^,^37^. The expression plasmid for BCL11B-3 × FLAG was constructed by inserting fragments coding mouse BCL11B into p3 × FLAG-CMV14 (Sigma); and the expression retroviral plasmid for BCL11B-3 × FLAG was constructed by inserting fragments coding mouse BCL11B-3 × FLAG into pMXs-IRES-GFP^38^.

### Lentiviral and retroviral infection

Each virus and infected cells were produced following previously described methods^36^.

### Oil Red O and Alizarin Red S staining

The cells were fixed with 4% paraformaldehyde in phosphate buffered saline (PBS) for 1 h. Then, the cells were washed with PBS and stained with Oil Red O (0.5% Oil Red O in 2-propanol: ddw = 3:2 [v/v]) for 1 h or 1% Alizarin Red S for 15 min. Following this, the cells were washed twice with distilled water before photographing them.

### Real-time polymerase chain reaction (PCR)

Total RNA was extracted using Isogen (Nippon Gene), according to the manufacturer’s instructions. cDNA was synthesized and amplified from the total RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), and quantitative real-time PCR was performed using the Applied Biosystems 7000 Sequence Detection System. Relative mRNA levels were determined by normalizing the transcript levels to the 36B4 transcript levels. The TaqMan ID number and sequences of the primer sets are available upon request.

### Luciferase assays

3T3-L1 cells were plated in six-well plates at a density of 4 × 10^4^ cells, cultured with medium A for 24 h, and transfected with various plasmids, as indicated in the figure legends, using Lipofectamine^®^ 2000 (Invitrogen), according to the manufacturer’s instructions. Then, luciferase and β-galactosidase activities were determined 48 h later, as previously described^39^.

### Immunoprecipitation experiments

HEK293 cells were plated in six-well plates at a density of 4 × 10^5^ cells, cultured with medium B for 24 h, and transfected with various plasmids, as indicated in the figure legends, by the calcium phosphate method. The cells were lysed in RIPA buffer [50mM Tris-HCl (pH8.0), 150 mM NaCl, 0.1% SDS, 0.5% deoxycholate, and 1% TritonX-100] supplemented with protease inhibitors. After 2 days, the cells were lysed and immunoprecipitated with anti-FLAG antibodies and immunoblotted with antibodies indicated in the figure legends. 3T3-L1 cells were differentiated into adipocytes as described above. After 24 h, cells were lysed and immunoprecipitated with anti-BCL11B (NB600-262) antibodies and immunoblotted with antibodies indicated in the figure legends.

### DNA microarray analysis

Total RNA from *BCL11B*^+/+^ and *BCL11B*^−/−^ MEFs was extracted after 12 h of adipocyte differentiation using ISOGEN (Nippon Gene), according to the manufacturer’s instructions. Then, the total RNA was purified using an RNeasy^®^ mini kit (Qiagen), and its quality and quantity were confirmed. Following this, a DNA microarray analysis was performed as previously described^40^. Briefly, cDNA was synthesized from 100 ng of purified total RNA. Then, the cDNA was biotinylated and transcribed with T7 RNA polymerase. The purified aRNA was fragmented and hybridized to an Affymetrix Mouse Genome 430 2.0 Array (Affymetrix) at 45 °C for 16 h. Later, the array was washed and labeled with phycoerythrin. Fluorescence signals were scanned with the Affymetrix GeneChip System using Affymetrix GeneChip Command Console (AGCC) software to reduce the array images to the intensity of each probe (CEL files). The CEL files were quantified using the robust multi-array average (RMA)^41^ method with the statistical language R^42^ and Bioconductor^43^. 

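The ranking weight runs from 0 for the probe set with the lowest mean of 1.97 log2 units to 1 for that with the highest mean of 14.15. The 100 named genes ranked this way had a median expression of 8.49 log2 units, against 6.74 for the 100 genes with the most extreme plain differences. The 2 sets of 100 shared 66 genes. Among genes ranked by weight were abundant transcripts with moderate differences, such as *S100a4* at 12.06 in *BCL11B*-/- MEFs. A gene took the rank of its probe set with the largest absolute score.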

The difference in gene expression between *BCL11B*^+/+^ and *BCL11B*^−/−^ MEFs was evaluated, and they were ranked using the Weighted Average Difference (WAD) gene ranking method^44^. Which genes ranked in the top 100 (50 increased genes and 50 decreased genes) was determined using TFacts program^45^ to estimate which transcription factors experienced changes in their activities in *BCL11B*^−/−^ MEFs. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^46^ and are accessible through the GEO Series accession number GSE83980 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83980).

### Mice and diet

All animal experiments were approved by the animal experiment committee of the University of Tokyo and performed in accordance with the relevant guidelines and regulations. The *BCL11B*^−/−^ mice of C57BL/6 background were generated, and genotyping of *BCL11B* was conducted as previously described^19^. The mice were housed in the animal care facility under controlled temperature and humidity conditions with a 12-h light/dark cycle. The mice were given free access to water and were fed a standard pelleted diet (Labo MR Stock; Nosan Corporation Bio Department).

### Morphological procedures

To observe the surface of the interscapular adipose tissue, newborn mice were anesthetized on ice cubes and sacrificed by decapitation. The dorsal skin was then removed from the intercostal area and the interscapular adipose tissue was observed with a binocular microscope. For Sudan III staining, embryos at E19.5 were sacrificed by decapitation, the viscera were removed, and then the remaining whole body was immersed in 10% buffered formaldehyde. After several days, each mouse open was cut, the chest was raised, and it was immersed in 30% sucrose overnight in a refrigerator. Then, the tissues were sectioned into 10-μm cryosections and stained with Sudan III.

### Statistical analysis

All data are presented as means ± S.E. Statistical analysis was performed using Ekuseru-Toukei Ver.2.0 (Social Survey Research Information). Comparisons between two treatments were made using Student’s *t-test*, whereas more than two treatments were compared using one-way analysis of variance (ANOVA) followed by the Bonferroni procedure. Differences were considered significant at *P* < 0.05.

## Additional Information

**How to cite this article**: Inoue, J. *et al*. Identification of BCL11B as a regulator of adipogenesis. *Sci. Rep.* **6**, 32750; doi: 10.1038/srep32750 (2016).

## Figures and Tables

**Figure 1:**
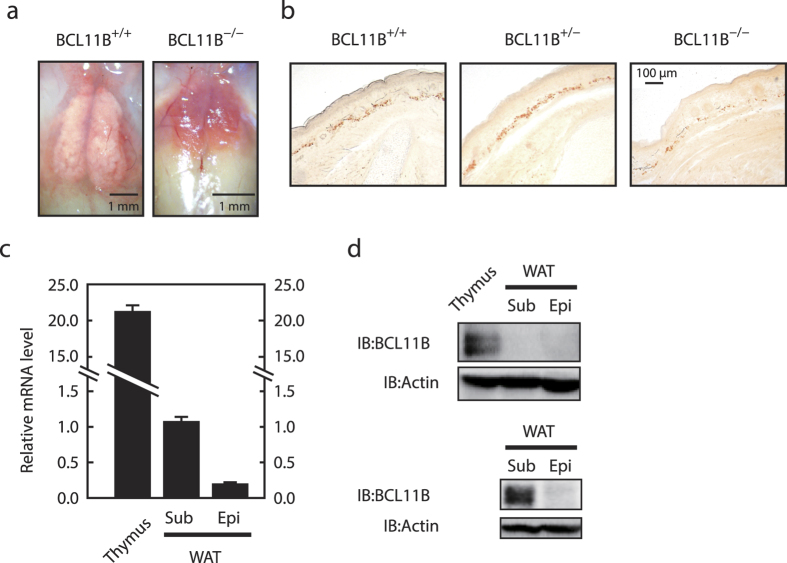
Morphology and histology of the white adipose tissue (WAT) from *BCL11B*^−/−^, *BCL11B*^+/−,^ and *BCL11B*^+/+^ mice, and the expression of BCL11B in the WAT of adult mice. (**a**) Morphology of the interscapular WAT from neonatal *BCL11B*^+/+^ and *BCL11B*^−/−^ mice. (**b**) Sections from *BCL11B*^+/+^. *BCL11B*^+/−^, and *BCL11B*^−/−^mice at E19.5 stained with Sudan III, as described under “Methods.” (**c**) Relative mRNA levels of *BCL11B* in the thymus, subcutaneous (sub) WAT, and epididymal (epi) WAT of adult mice (8-week-old males), assessed using real-time PCR analysis with normalization to *18S* rRNA. The mRNA levels of the subcutaneous WAT are represented as 1. All data are expressed as means ± S.E. (n = 3). (**d**) BCL11B protein content of whole cell extracts from the thymus, subcutaneous (sub) WAT, and epididymal (epi) WAT of adult mice (8-week-old males), assessed using SDS−PAGE and immunoblotting (IB) with anti-BCL11B or anti-β-actin antibodies. Shown here are representative results of at least three replicate experiments.

**Figure 2:**
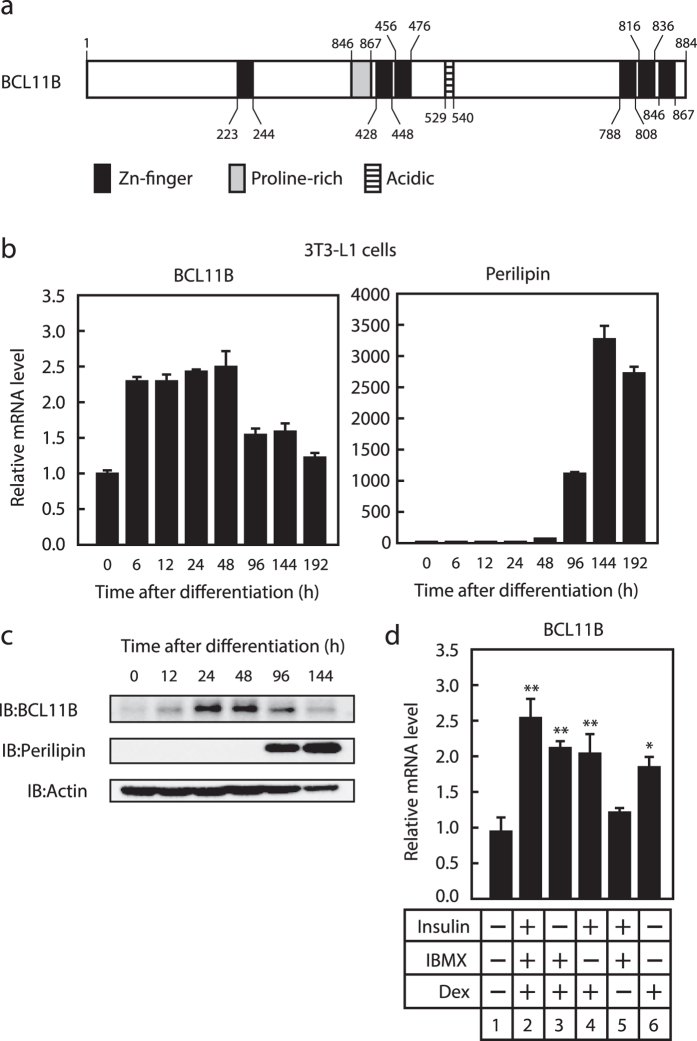
Transient expression of BCL11B during adipogenesis. (**a**) Diagrammatic representation of the BCL11B protein. (**b,c**) Total RNA and protein were isolated from 3T3-L1 cells at the indicated times after treating them for adipocyte differentiation, as described under “Methods.” (**b**) Relative mRNA levels of *BCL11B* and *perilipin*, assessed using real-time PCR analysis with normalization to *18S* rRNA. mRNA levels in cells that were not treated for adipocyte differentiation are represented as 1. (**c**) BCL11B protein content of whole cell extracts assessed using SDS−PAGE and immunoblotting (IB) with anti-BCL11B, anti-Perilipin, or anti-β-actin antibodies. Shown here are representative results of at least three replicate experiments. (**d**) Relative mRNA levels of *BCL11B* in 3T3-L1 cells cultured in individual or multiple components of the induction cocktail (insulin, IBMX, and dexamethasone [DEX]) for 48 h. Total RNA was isolated, and real-time PCR analysis of *BCL11B* was performed as described in (**b**). All data are expressed as means ± S.E. (n = 3). *P < 0.05; **P < 0.01.

**Figure 3:**
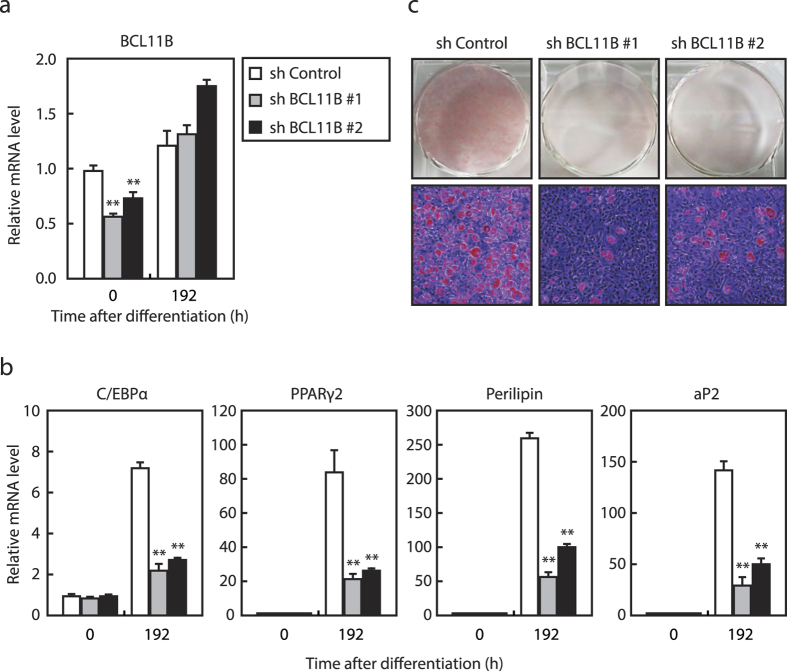
Effect of knockdown of *BCL11B* in 3T3-L1 cells on adipogenesis. 3T3-L1 cells were infected with a lentivirus expressing either control shRNA (shControl) or shRNA for *BCL11B* (shBCL11B#1 or shBCL11B#2). The cells were differentiated into adipocytes as described under “Methods.” (**a**) Relative mRNA levels of *BCL11B* in the control and knockdown cells at the indicated times after treatment for adipocyte differentiation, assessed using real-time PCR. (**b**) Relative mRNA levels of the adipocyte marker genes *C/EBPα, PPARγ2, perilipin*, and *aP2* in the control and knockdown cells at the indicated times after treatment for adipocyte differentiation, assessed using real-time PCR. The mRNA levels of 3T3-L1 cells in the control shRNA group that had not been treated for adipocyte differentiation are represented as 1. All data are expressed as means ± S.E. (n = 3). **P < 0.01. (**c**) Control and knockdown cells stained with Oil Red O at 192 h (day 8) after differentiation.

**Figure 4:**
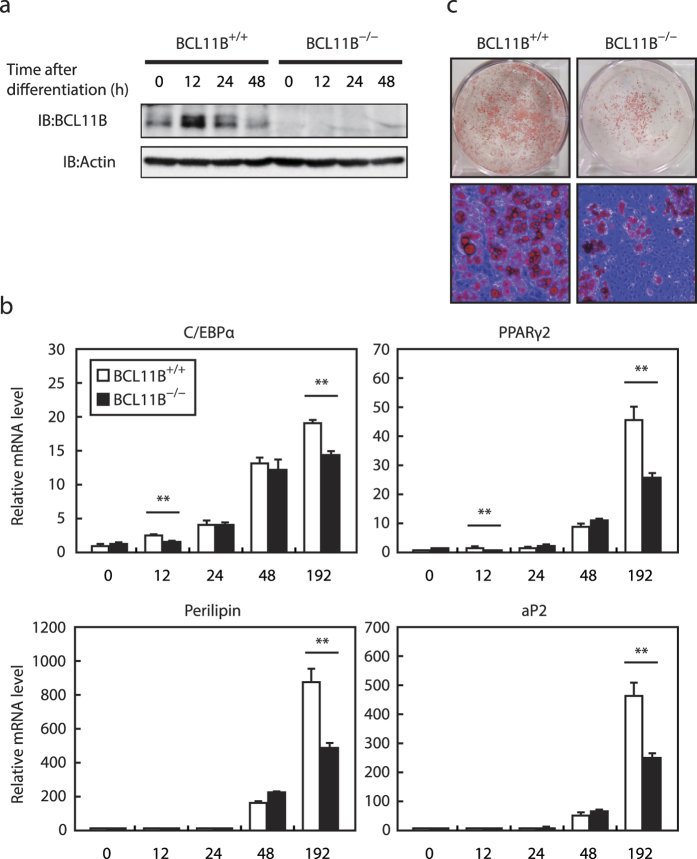
Adipocyte differentiation in *BCL11B*^−/−^ mouse embryonic fibroblasts (MEFs). Total RNA and protein were isolated from MEFs prepared from *BCL11B*^+/+^ and *BCL11B*^−/−^ embryos at the indicated times after treatment for adipocyte differentiation, as described under “Methods.” (**a**) BCL11B protein content of whole cell extracts assessed using SDS−PAGE and immunoblotting (IB) with anti-BCL11B or anti-β-actin antibodies. Shown here are representative results of at least three replicate experiments. (**b**) Relative mRNA levels of the adipocyte marker genes *C/EBPα, PPARγ2, perilipin*, and *aP2*, assessed using real-time PCR with normalization to *18S* rRNA. The mRNA levels of *BCL11B*^+/+^ MEFs that had not been treated for adipocyte differentiation are represented as 1. All data are expressed as means ± S.E. (n = 3). *P < 0.05; **P < 0.01. (**c**) Control and knockdown cells stained with Oil Red O at 192 h (day 8) after differentiation.

**Figure 5:**
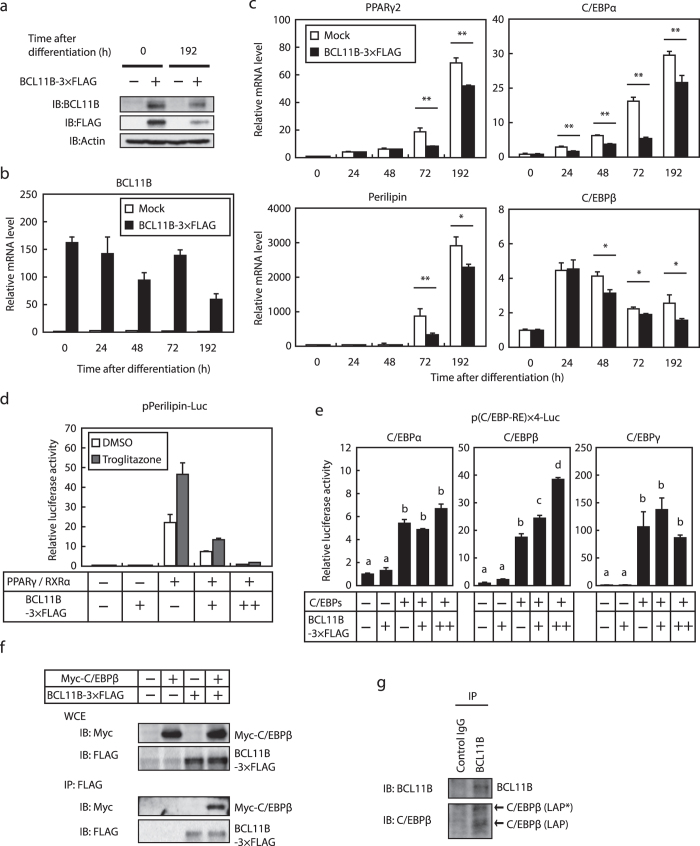
Effect of the enforced expression of BCL11B on adipocyte differentiation and the activity of adipogenic transcription factors. (**a–c**) 3T3-L1 cells were infected with a retrovirus that expressed BCL11B-3 × FLAG or was empty (Mock). The cells were then differentiated into adipocytes, as described under “Methods.” (**a**) BCL11B protein content of whole cell extracts at the indicated times after treatment for adipocyte differentiation, assessed using SDS−PAGE and immunoblotting (IB) with anti-BCL11B, anti-FLAG, or anti-β-actin antibodies. Shown here are representative results of at least three replicate experiments. (**b,c**) Relative mRNA levels of *BCL11B* (**b**) and the adipocyte marker genes *PPARγ2, perilipin, C/EBPα, and C/EBPβ* at the indicated times after treatment for adipocyte differentiation, assessed using real-time PCR. All data are expressed as means ± S.E. (n = 3). **P < 0.01. (**d,e**) Relative luciferase activity of 3T3-L1 cells transfected with 160 ng of the indicated reporter constructs; 0, 40, or 160 ng of pBCL11B-3 × FLAG (represented as −,+ , and + +, respectively); 160 ng of pCMV-β-gal; and either 160 ng of pPPARγ and pRXRα (**d**) or 160 ng of the indicated C/EBPs expressing plasmid (**e**). The cells were either cultured with medium A for 24 h and then treated with or without 10 μM troglitazone for 24 h (**d**) or cultured with medium A for 48 h. Luciferase assays were performed as described under “Methods.” All data are expressed as means ± S.E. (n = 3). Bars with different letters are significantly different (*P* < 0.05). (**f**) HEK293 cells were transfected with expression plasmids for Myc-C/EBPβ and BCL11B-3 × FLAG, and the whole cell extract (WCE) was subjected to immunoprecipitation (IP) with anti-FLAG antibodies. Aliquots of whole cell extracts and pellets of immunoprecipitates were subjected to SDS-PAGE and immunoblotting (IB) with anti-c-Myc and anti-FLAG antibodies. (**g**) 3T3-L1 cells were differentiated into adipocytes for 24 h, and then the cells were lysed and immunoprecipitated with anti-BCL11B antibodies and immunoblotted with antibodies with anti-BCL11B and anti-C/EBP antibodies.

**Figure 6:**
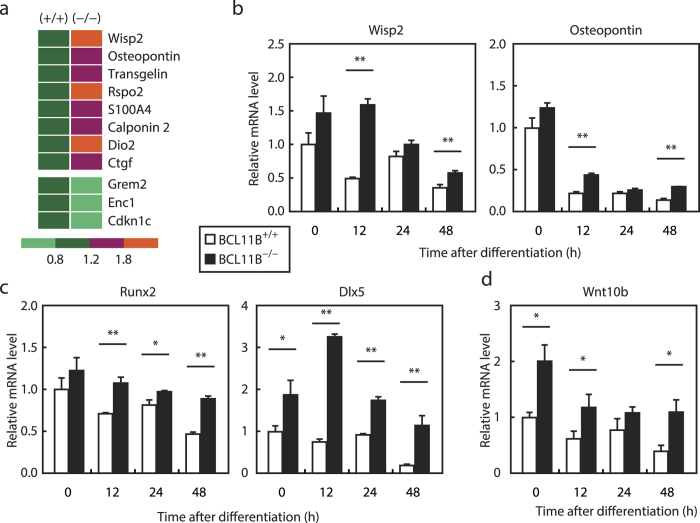
Effect of *BCL11B* deficiency on the Wnt/β-catenin signaling pathway during adipocyte differentiation. (**a**) A heat map showing the expression levels of mRNA regulated by Wnt/β-catenin signaling at 12 h after adipocyte differentiation in *BCL11B*^+/+^ and *BCL11B*^−/−^ mouse embryonic fibroblasts (MEFs). These expression levels represent normalized values obtained from the Affymetrix arrays. (**b–d**) Total RNA was isolated from MEFs prepared from *BCL11B*^+/+^ and *BCL11B*^−/−^ embryos at the indicated times after treatment for adipocyte differentiation, as described under “Methods.” Relative mRNA levels were then measured using real-time PCR analysis with normalization to *18S* rRNA. (**b**) Relative mRNA levels of the Wnt/β-catenin signaling downstream genes *Wisp2* and *Osteopontin*. (**c**) Relative mRNA levels of the osteoblast marker genes *Runx2* and *Dlx5*. (**d**) Relative mRNA levels of *Wnt10b.* The mRNA levels of *BCL11B*^+/+^ MEFs that were not treated for adipocyte differentiation are represented as 1. All data are expressed as means ± S.E. (n = 3). *P < 0.05; **P < 0.01.

**Figure 7:**
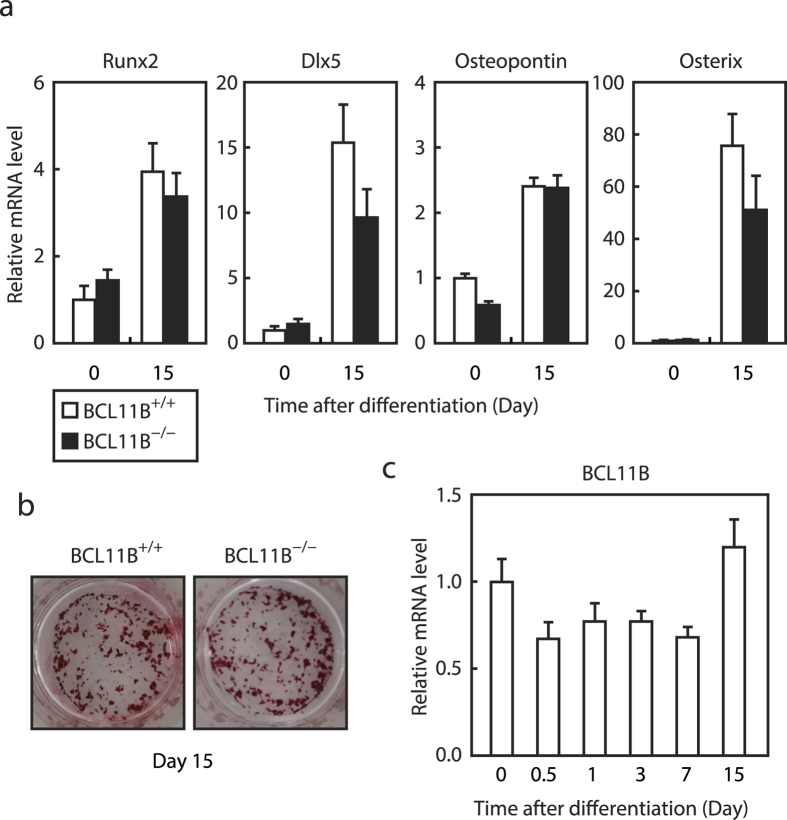
Effect of *BCL11B* deficiency on osteoblast differentiation. *BCL11B*^+/+^ and *BCL11B*^−/−^ mouse embryonic fibroblasts (MEFs) were differentiated into osteoblasts, as described under “Methods.” (**a,c**) mRNA levels of the osteoblast marker genes *Runx2, Dlx5, Osteopontin*, and *Osterix* (**a**), and *BCL11B* (**c**), analyzed at the indicated times after treatment for osteoblast differentiation using real-time PCR. The mRNA levels of *BCL11B*^+/+^ MEFs that had not been treated for osteoblast differentiation are represented as 1. All data are expressed as means ± S.E. (n = 3). (**b**) Cells at day 15 stained with Alizarin red.

How the deposited data were processed for this re-analysis (not part of the article)

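Expression was measured in mouse embryonic fibroblasts (MEFs) of 2 genotypes, *BCL11B*+/+ and *BCL11B*-/-, at 12 h of adipocyte differentiation, with 1 Affymetrix mouse genome array for each. The authors extracted total RNA, amplified 100 ng, hybridized it for 16 h at 45 °C and reduced the scans with the robust multi-array average in R and Bioconductor. The submitters' processing notes name R version 3.0.3. The deposited values are on the log2 scale, after background correction, normalization between the arrays and summary of probes, all done by the authors. Normalization between arrays makes their distributions alike, so a change of total mRNA between genotypes would not be seen. Low values hold mostly background, which pulls differences of dim genes toward 0.

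The table held 45101 probe sets, of which 64 were controls. The platform annotation paired 34958 probe sets with 1 gene, 932 with several and 9211 with none, and only the first were named. Of these, 34754 matched an Entrez identifier in the RefSeq gene table of GRCm38.p6 and no symbol changed. Neither the array values nor the paper name a genome build for them, so no coordinates are given.

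The weighted average difference was computed for each probe set except controls as the log2 difference times the mean of both arrays, scaled from 0 to 1 over all probe sets. A gene took its probe set with the largest absolute score, and the 50 highest and 50 lowest named genes formed the top 100. For all other values a gene took its probe set with the highest mean, and genes with a mean under 5 were left out of counts and lists. Genes were counted at 1.5-fold. Gene lists were placed by the percentile of their median among 10000 random lists matched in 20 bins of mean expression, which describes these arrays and is no test of the genotypes. Lists of Wnt signaling, adipocyte and osteoblast genes, other pathways, body position, sex, imprinting, genes near *Bcl11b* and other cell types were written before the data were examined. So was the rule for naming genes: those of Fig. 6a, those the paper names, the 10 highest and 10 lowest by weighted average difference, and up to 2 highest and 2 lowest members of each list. Other members past 1.5-fold, and *Axin2*, *Ccnd1*, *Myc* and *Adipoq*, were named after their values were seen.

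With 1 array per genotype no p-value was computed. The counting rule was tested on simulated data for 12331 genes with the spread of the probe sets. It found 60% of genes planted at 1.5-fold, 98% at 2-fold, 100% at 3-fold and 100% at 4-fold, and it counted 0.00824% of unchanged genes. These shares follow from the spread that was simulated, 0.145 log2 units, which is well under the 1.5-fold rule. They hold no variation between cultures. Probe sets of some genes lay much farther apart, such as −2.49 and −0.35 for *Lgr5*. The shares are therefore no error rate of these arrays, even for technical noise. Alternatives were a loess fit on expression with a span of 0.4 subtracted, the median difference subtracted, other choices of probe set, other filters and size rules, and other rankings. The program used by the paper for transcription factor activity was not run, since its catalogue was not used here. Real-time PCR, protein and staining data of the paper were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.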

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

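The tests of RNA quality, of Y-linked genes in *BCL11B*+/+ MEFs and of loess on the macrophage genes were chosen after the result was seen. There were 34 lists fixed beforehand that have a percentile, leaving out the genes of Fig. 6a and those the paper names. Of these, 18 lay outside the central 95% of random lists. For lists of unrelated genes about 1.7 would lie there. Genes of a list can move together between any cultures, so 1.7 is not the count to expect for these lists. Among the 18, Wnt ligands, genes listed as restraining adipogenesis, cAMP-induced genes and HOX genes fell inside the main setting's central 95% under some alternatives. For Wnt ligands the upper edge was 0.128. Their median was 0.12 with the mean over all probe sets, 0.064 without suffixed probe sets or without the filter, and −0.043 with a mean of at least 7. With the loess fit it stayed above the edge at 0.135. The median log2 difference between *BCL11B*-/- and *BCL11B*+/+ MEFs was 0.39 for mitosis genes, with all 18 above 0 from 0.21 to 0.55 and none at 1.5-fold. It was 0.38 for limb and trunk position genes, led by *Alx1* with 1.56. Apart from *Tbx15*, a position gene that the paper names and that differed by −0.50, these lists hold genes outside those it discusses. It was 0.28 for 8 pericyte genes, none of them at 1.5-fold, and −0.44 for 7 mesothelial genes, where *Lrrn4* with −0.62 and *Gpm6a* with −0.61 were lower.

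The first pattern is the higher level of the upper-panel genes of Fig. 6a in *BCL11B*-/- MEFs. Lower RNA quality is argued against, since the 3′ to 5′ difference of β-actin differed by −0.17. Raised Wnt/β-catenin activity across the common targets is argued against only weakly: their median of −0.063 lay at the 7.74th percentile, past a margin of 1 SD of random lists (0.043) that was settled after the value was seen but inside the central 95% of random lists, and it was −0.0069 without the expression filter and −0.12 with a mean of at least 7. Smooth muscle genes raised together (median 0.34), other cell types, with chondrocyte genes highest at 0.97 (0.45 without the filter), and embryos of different sex (*Xist* −5.99) all stay open, and none of these tests shows that it raised the genes of Fig. 6a. Different body positions, with 4 of 42 position genes 1.5-fold apart at the 95.86th percentile, and a normalization bias cannot be told apart either, since the loess curve, after which the genes' median was 0.84, moved no gene by more than 0.014.

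The second pattern is *Xist*, lower by −5.99 in *BCL11B*-/- MEFs on the probe set with the highest mean and lower on all 3 probe sets, together with 3 Y-linked genes with a median of 0.97. Whether the *BCL11B*+/+ culture held female cells alone cannot be told from the Y-linked genes. The lowest of them there read 6.80 log2 units, above the floor of 5. That floor is a general filter, and the background of these probe sets in female cells was not measured. *Eif2s3y*, *Kdm5d* and *Uty* read 7.89, 6.84 and 6.80 in *BCL11B*+/+ and 8.97, 7.81 and 7.61 in *BCL11B*-/- MEFs. Without any background, and with equal expression per cell, this would put 52.79, 49.01 and 42.99% of *BCL11B*+/+ cells without a Y chromosome. A mixture of female and male cells in the *BCL11B*+/+ culture and male cells in the *BCL11B*-/- culture stays open, as 4 genes that escape X inactivation had a median of −0.40. The sex of the embryos is not named in the paper's text, and an effect of genotype on these genes was not tested apart from it.

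The third pattern is a lower level of macrophage genes in *BCL11B*-/- MEFs, with a median of −0.84 and 11 of 11 below 0. The most abundant was *Lyz2*, at 11.03 in *BCL11B*+/+ and 10.11 in *BCL11B*-/- MEFs, and the paper's Methods name no sort of the cells. *Laptm5* and *Ptprc* turned to 0.040 and 0.10 on dimmer probe sets, without those that carry a suffix. A normalization bias cannot be told apart, since the median was −0.83 after a loess fit that moved no gene by more than 0.014. By the rule set beforehand, fewer macrophages in the *BCL11B*-/- culture cannot be told apart from other causes either. A further list of 11 such genes, none of them in the first, had a median of −0.57, just short of 1.5-fold. That median still lay at the 0th percentile of matched random lists. Of the 11 genes 5 were at least 1.5-fold lower and none was higher. *Ncf1*, 1 of the 5, was at −0.30 as the mean over all its probe sets.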

How the results depend on the processing

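Of 811 alternative values of 208 named genes, 749 moved by less than the spread between probe sets and 57 moved by more. A further 5 were genes past 1.5-fold that changed sign when only probe sets without an _x, _s or _a suffix were used. These were *Acta2* −0.072, *Tpm2* −0.53, *Laptm5* 0.040, *Ptprc* 0.10 and *Tnnt2* 0.10. Each of these values comes from a probe set dimmer than the one it replaces, whose level is not given here, so background may hold it near 0. The 57 include sign changes of genes under 1.5-fold. As the mean over all probe sets *Ttr* went from 0.10 to −0.65, *Cebpd* from 0.011 to −0.18 and *Pax9* from −0.063 to 0.19. Without suffixed probe sets *Vrk1* went from 0.28 to −0.054, *Fcgr2b* from −0.10 to 0.12 and *Abcc9* from −0.17 to 0.022. The cause of these and of the changes that follow was not tested, except that stricter or looser thresholds count fewer or more genes by construction. Of 12331 genes, 112 were higher and 124 lower with a mean of at least 7, 1086 and 962 at 1.2-fold, and 43 and 62 at 2-fold. By plain log2 difference 2 genes of Fig. 6a were in the top 100. The loess fit ranged from −0.011 to 0.014 log2 units and the median difference was 0, so subtracting that median moved nothing. Of 216 alternative list medians 183 moved by less than 1 SD of their random lists and 33 moved by more. With the mean over all probe sets, medians were 0.72 for the upper panel of Fig. 6a, −0.10 for adipogenic factors, −0.072 for interferon genes, 0.12 for chemokines, 0.25 for limb position, 0.62 for Y-linked, −0.64 for macrophage, 0.26 for neural, 0.78 for chondrocyte and −0.078 for genes the paper names. Without suffixed probe sets they were 0.064 for Wnt ligands, −0.073 for TGF-β targets, −0.14 for cholesterol synthesis, 0.055 for epithelial genes and −0.075 for genes the paper names. With no filter they were −0.0069 for Wnt targets, 0.064 for Wnt ligands, 0.21 for osteoblast, 0.042 for skeletal muscle and 0.45 for chondrocyte genes. With a mean of at least 7 they were −0.12 for Wnt targets, −0.043 for Wnt ligands, −0.023 for Wnt receptors and modulators, 0.39 for smooth muscle, 0.41 for interferon, 0.27 for chemokines, 0.29 for limb position, 0.027 for endothelial, −0.44 for neural, 0.0064 for glia and neural crest, −0.79 for skeletal muscle, 0.36 for pericyte genes and −0.075 for genes the paper names. Signal close to background limits what dim genes can show.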

Differences from the paper's values

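Among the 100 top genes by weighted average difference the paper places 11 of Fig. 6a, and 8 of the 9 measured here were among them, since 2 were not analysed here. The paper places *Ctgf* among the 50 most increased genes. Here it was 1.51-fold higher and ranked 53rd, and with the score computed on genes rather than probe sets, an alternative set before the data were examined, all 9 were included. By plain log2 difference, another such alternative, 2 were included. The fold of each of the 9 measured genes lay in the class that Fig. 6a gives it.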

Other observations

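Of 18 factors that promote adipogenesis, 1 was lower and 1 higher at 1.5-fold in *BCL11B*-/- MEFs at 12 h and 16 were neither. Their median was −0.18, at the 0th percentile of matched random lists, and −0.10 with the mean over all probe sets. *Pparg*, the master regulator of adipocyte differentiation, differed by −0.71 and *Cebpa* by −0.53, while *Cebpb* and *Cebpd*, which are induced early, differed by −0.15 and 0.011, the latter by −0.18 as the mean over all its probe sets. *Ebf2* was higher with 0.85. Among 15 adipocyte genes *Lpl* and *Cd36* (−0.71) were lower and none was higher (median 0.044, 80.4th percentile), with *Adipoq* at 0.56. *Fabp4* differed by 0.31 on its probe set with the highest mean, by 0.063 as the mean over all and by 0 without suffixed probe sets. The paper's real-time PCR of adipocyte genes (Fig. 4b) was not analysed here. Of 13 genes listed as restraining adipogenesis, *Nr2f1* (COUP-TFI, 0.86), *Gata2* (0.82) and *Sox9* (0.64) were higher and *Dlk1* (−1.04) lower. As the mean over all their probe sets *Gata2* was at 0.45 and *Sox9* at 0.55. The list's median was 0.10, at the 97.9th percentile. *Nr2f2* (COUP-TFII), also on the list, differed by 0.32. The paper's Discussion gives COUP-TFII the opposite role, as a factor that stimulates adipogenesis, and the median includes it.

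The osteoblast genes *Dlx5*, with 1.13, and *Msx2*, with 0.70 (0.31 as the mean over all its probe sets), were higher and no other of 11 was past 1.5-fold. The median was −0.050, at the 14.6th percentile, and 0.21 without the expression filter. *Wnt10b* read 5.69 in *BCL11B*+/+ and 5.88 in *BCL11B*-/- MEFs, a log2 difference of 0.19, close to the floor of 5. The paper's real-time PCR of both (Fig. 6c,d) was not analysed here. The median was −0.11 for 15 glucocorticoid-induced genes (0.62nd percentile; *Angptl4* −1.18, or −0.69 without suffixed probe sets, and *Saa3* −0.99 lower), −0.12 for 14 cAMP-induced genes (1.18th percentile; *Il6* higher with 1.08) and −0.15 for 8 early PPARγ ligand genes (1.03rd percentile; *Pdk4* higher with 0.82 and *Plin2* lower with −0.67). Of 18 collagen and matrix genes, *Lum*, *Dcn* and *Eln* (−0.65, and −0.45 as the mean over all its probe sets) were lower and *Col8a1* higher (median −0.10, 0.20th percentile).

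The remaining lists are given as values. YAP targets (median 0.16, 99.9th percentile) and CDK inhibitors (0.22, 99.5th) had no member past 1.5-fold. HOX genes (0.10, 99.2nd) had 2 higher and 1 lower, of which *Hoxa3* with 0.66 fell to 0.31 as the mean over all its probe sets. The HOX median was 0.061 with the mean over all probe sets, without suffixed probe sets and with a mean of at least 7. That value is under 0.081, the upper edge of the central 95% of random lists in the main setting. Inside the central 95% of random lists lay TGF-β targets (0.062, with *Ltbp2* higher), DNA replication (−0.025), cholesterol synthesis (−0.093), interferon genes (0.041, with *Bst2* higher and *Ifit3* lower), chemokines (−0.057, with *Ccl7* lower), imprinted genes (0.060, with *Dcn* lower) and genes near *Bcl11b* (0, with *Dlk1* lower). So did endothelial (0.17), neural (0.055, with *Stmn2* and *Tubb3* higher, *Stmn2* at 0.43 as the mean over all its probe sets), glia and neural crest (0.11, with *Fabp7* higher and *Mitf* lower, *Mitf* at −0.43 in the same way), epithelial (−0.081) and skeletal muscle genes (−0.072; *Tnnt2*, 1 of its 2 lower genes with −0.77, turned to 0.10 without suffixed probe sets). Of hepatocyte genes 2 were measured, with a median of 0.10. *Ttr*, 1 of the 2, turned from 0.10 to −0.65 as the mean over all its probe sets. No gene of the erythroid list had a mean of at least 5. The medians of TGF-β targets, interferon genes, chemokines, neural, epithelial and skeletal muscle genes change sign under alternatives given with the dependence on processing. The lists share members, such as *Dlk1* and *Dcn*, and are not independent.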
